# RNA helicase EIF4A1-mediated translation is essential for the GC response

**DOI:** 10.26508/lsa.202302301

**Published:** 2023-11-27

**Authors:** Michael Screen, Louise S Matheson, Andrew JM Howden, Douglas Strathdee, Anne E Willis, Martin Bushell, Owen Sansom, Martin Turner

## Abstract

EIF4A1 and cofactors EIF4B and EIF4H have been well characterised in cancers, including B cell malignancies, for their ability to promote the translation of oncogenes with structured 5′ untranslated regions. However, very little is known of their roles in nonmalignant cells. Using mouse models to delete *Eif4a1*, *Eif4b* or *Eif4h* in B cells, we show that EIF4A1, but not EIF4B or EIF4H, is essential for B cell development and the germinal centre response. After B cell activation in vitro, EIF4A1 facilitates an increased rate of protein synthesis, MYC expression, and expression of cell cycle regulators. However, EIF4A1-deficient cells remain viable, whereas inhibition of EIF4A1 and EIF4A2 by Hippuristanol treatment induces cell death.

## Abstract (precis)

Conditional mouse knock-out models show that EIF4A1, but not its cofactors EIF4B or EIF4H, is essential in B cells for their development, the GC response, and increased translation after activation.

## Introduction

Eukaryotic initiation factor (EIF)-4F is a multiprotein complex, which facilitates the loading of mRNA onto the small ribosomal subunit pre-initiation complex (PIC). It is comprised of the EIF4G scaffold protein; EIF4E, which binds to the mRNA cap; and EIF4A, an ATP-driven RNA helicase. The ATPase activity of EIF4A is required for mRNA loading onto the PIC and unwinds the 5′ untranslated region (UTR) of mRNA to facilitate scanning by the PIC. The helicase activity of EIF4A by itself is weak but is strongly stimulated in the presence of cofactors EIF4B or EIF4H, EIF4G, and purine-rich RNA (1, 2). The mTOR pathway can activate EIF4A through promoting EIF4B function (3) or degradation of PDCD4, a negative regulator of EIF4A (4). EIF4A can promote the translation of mRNAs with highly structured 5′UTRs, a feature of many oncogenes. Enhanced EIF4A activity is associated with malignant proliferation and the survival of tumour cells (5, 6, 7), and small-molecule inhibitors of EIF4A have been developed as anti-cancer drugs (7, 8, 9, 10, 11).

Two paralogs of EIF4A, EIF4A1 and EIF4A2, are 90% identical at the amino acid level, but appear to be functionally distinct with EIF4A1 associated with growth and proliferation and EIF4A2 associated with quiescence. In cell-free systems, EIF4A2 can perform the same functions as EIF4A1, but rarely compensates for the loss of EIF4A1 in cancer cell lines (12). Little is known about these in primary tissue: both *Eif4a1* and *Eif4b* are essential for mouse development (13, 14); mice with conditional *Eif4b* deletion in adulthood had increased mortality and susceptibility to viral infection (13); *Eif4a2* and *Eif4h* knock-out mice are viable, but have growth and developmental abnormalities (14, 15). In mouse lymphoma models, the loss of a single copy of *Eif4a1* or *Eif4e* by the tumour leads to improved survival of the host (14, 16). Although EIF4A1 is known to be induced in B cells by B cell receptor signaling, the roles of EIF4A1 and its associated factors EIF4B and EIF4H in B cell development and activation have not been studied.

We address this using mouse models to conditionally inactivate *Eif4a1*, *Eif4b*, and *Eif4h* during B cell development and activation. Our results show EIF4A1 is required for B cell development and the germinal centre (GC) response but not for the maintenance of mature B cells. EIF4B and EIF4H appear to be dispensable for B cell development and activation except when both are deleted in a competitive environment. EIF4A1-deficient naïve B cells have a normal rate of translation, but naïve B cells treated with hippuristanol, which inhibits both EIF4A1 and EIF4A2, show reduced protein synthesis and increased cell death. Furthermore, we demonstrate that EIF4A1 becomes essential for the increase in translation after B cell activation. These results indicate an indispensable requirement for EIF4A1 in B cell development and activation.

## Results

### Developing B cells require EIF4A1 but not cofactors EIF4B or EIF4H

To investigate the role of EIF4A1 in B cell development, we deleted *Eif4a1* in pro-B cells using *Cd79a-cre*. *Eif4a1*^*fl/fl*^ *Cd79a*^*cre/+*^ mice had an almost complete loss of splenic B cells (Fig 1A). In the bone marrow, *Eif4a1*^*fl/fl*^ *Cd79a*^*cre/+*^ mice had normal numbers of B220+ CD19^−^ (pre-pro) or Fraction A cells using the Hardy classification (17) but a greater than 20-fold decrease in pro B cells (CD19^+^ Igµ−) or Hardy Fraction B (Figs 1B and S1A). The remaining pro B cells had only a minor reduction in EIF4A1 expression and a 10-fold increase in EIF4A2 expression (Fig S1B) indicating that EIF4A2 cannot compensate for the loss of EIF4A1 in pro B cells. We interpret this to indicate that the remaining pro B cells had undergone CRE-mediated recombination at the *Eif4a1* locus but have not yet degraded all of the EIF4A1 protein.

**Figure 1.**
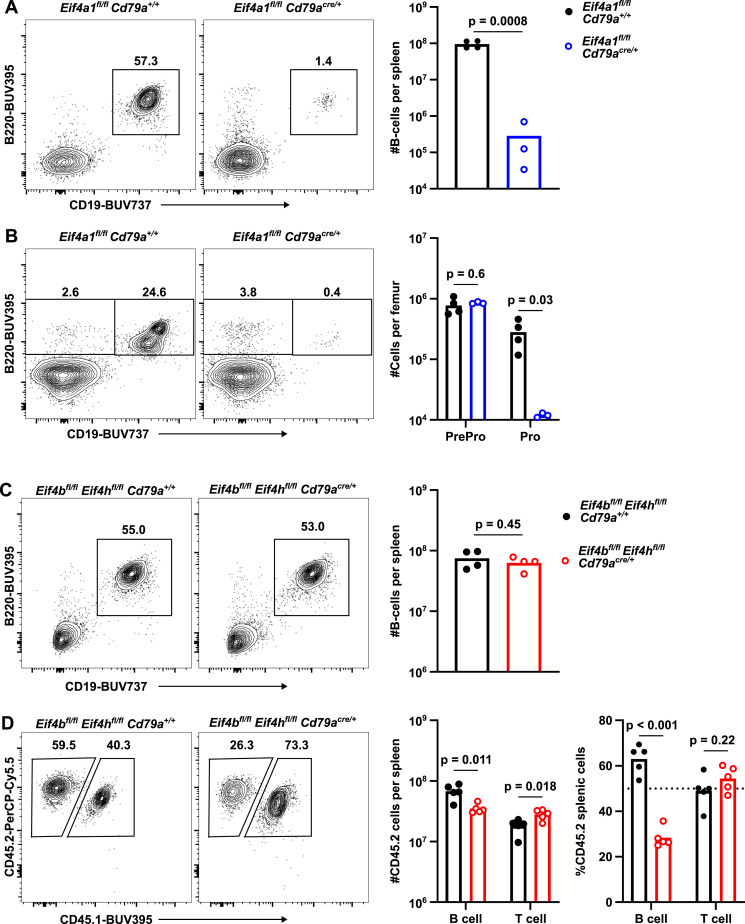
B cell development requires EIF4A1 but not EIF4B or EIF4H. **(A, B, C, D)** Left: representative flow cytometry plots showing gating strategy on events pre-gated for viable cells (A, B, C) or CD19^+^ cells (D); numbers indicate the percentage of the gated population. **(A, B, C, D)** Right: (A) number of splenic CD19^+^ B220^+^ cells; (B) number of Pre-Pro (CD19^−^ B220^+^) and Pro (CD19^+^ B220+ Igµ^−^) B cells; (C) number of splenic CD19^+^ B220^+^ cells; (D) number and percentage of CD45.2^+^ CD45.1^−^ in B (CD19^+^) and T (TCRB^+^) cells. In (B, C) the data are representative of two independent experiments. All graphs show data from individual mice with bar charts representing the mean.

**Figure S1.**
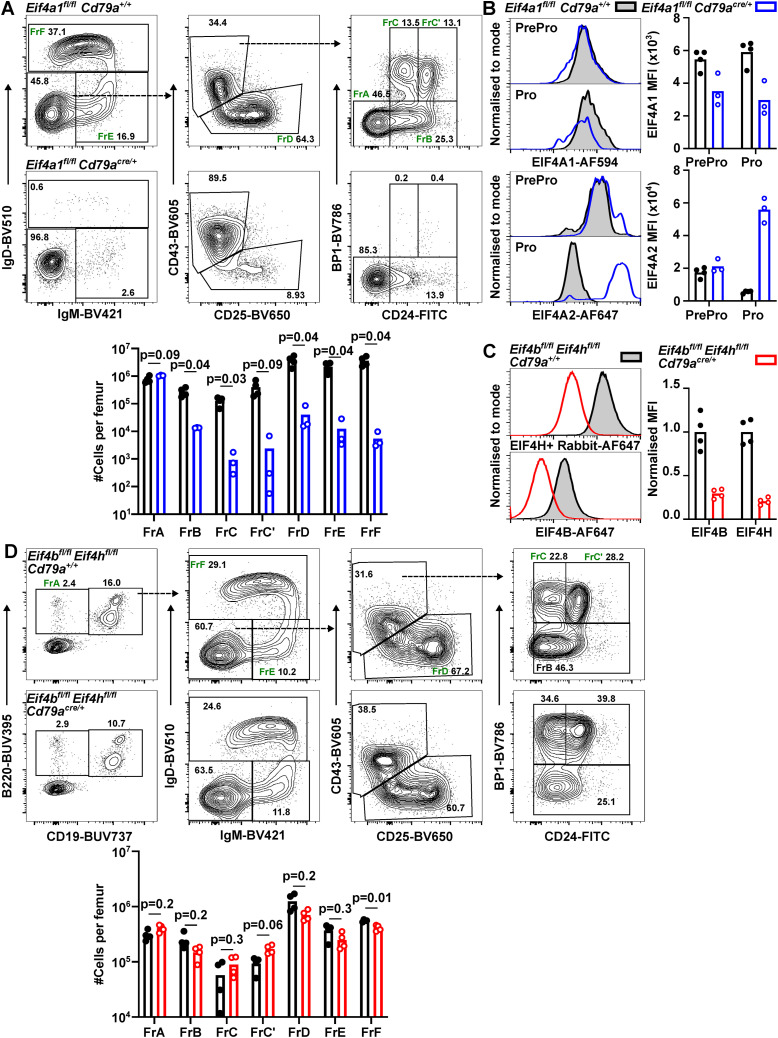
B cell development requires EIF4A1 but not EIF4B or EIF4H. **(A, D)** Top: representative flow cytometry plots showing gating strategy on events pre-gated for B220^+^ cells (A) or viable cells (D). Bottom: cell number for indicated populations. Data representative of two independent experiments. **(B, C)** Flow cytometry analysis of: EIF4A1 and EIF4A2 expression from cells in Fig 1B; EIF4B and EIF4H expression from cells in Fig 1C. Left: representative flow cytometry plots. Right: graphs show median fluorescence intensity and are representative of two independent experiments. Graphs show data from individual mice with bar charts representing the mean.

The helicase activity of EIF4A1 can be significantly stimulated by the interaction with EIF4B or EIF4H. To understand whether these cofactors are required in developing B cells, we deleted both *Eif4b* and *Eif4h* during B cell development. *Eif4b*^*fl/fl*^ *Eif4h*^*fl/fl*^ *Cd79a*^*cre/+*^ mice showed efficient loss of both proteins (Fig S1C) and had normal numbers of splenic B cells (Fig 1C). Enumeration of B cell developmental stages in the bone marrow showed normal numbers of fractions B-E and only a small (25%) reduction in mature/recirculating B cells (Fig S1D). In a mixed bone marrow chimera, the number of *Eif4b*^*fl/fl*^ *Eif4h*^*fl/fl*^ *Cd79a*^*cre/+*^ splenic B cells is decreased by 48% compared with mice that received *Eif4b*^*fl/fl*^ *Eif4h*^*fl/fl*^ *Cd79a*^*+/+*^ bone marrow cells (Fig 1D). Therefore, EIF4A1 is essential at the pro B cell stage, but its cofactors EIF4B or EIF4H are not required at any stage in B cell development. We conclude that the combined function of EIF4B and EIF4H promotes the competitive fitness of B cells during development.

### Maintenance of mature B cells is not EIF4A1-dependent

To bypass the developmental block in *Eif4a1*^*fl/fl*^ *Cd79a*^*cre/+*^ mice, we crossed *Eif4a1*^*fl/fl*^ mice to *Cd23-cre* mice, which results in deletion of *Eif4a1* in splenic immature B cells. *Cd23-cre*–mediated deletion of *Eif4a1* had no impact on follicular (Fo) or marginal zone (MZ) B cell numbers in the spleen (Fig 2A). Fo and MZ B cells are estimated to express of 3.3 × 10^5^ and 7 × 10^5^ copies of EIF4A1 and 9 × 10^4^ and 1.3 × 10^5^ copies of EIF4A2, respectively (18). In *Eif4a1*^*fl/fl*^ *Cd23-cre* mice both Fo and MZ B cells had a substantial loss of EIF4A1 expression (Fig 2B) and had a twofold increase in EIF4A2 expression (Fig 2C). We assessed B cell turnover by labelling newly produced B cells in the bone marrow with bromodeoxyuridine (BrdU) for 14 d. Both Fo and MZ B cells from *Eif4a1*^*fl/fl*^ *Cd23-cre* mice had similar BrdU incorporation compared with *Eif4a1*^+/+^ *Cd23-cre* mice (Fig 2D). Loss of EIF4A1 therefore does not obviously affect the lifespan of mature B cells. In a mixed bone marrow competitive chimera, the number of Fo and MZ cells derived from *Eif4a1*^*fl/fl*^ *Cd23-cre* bone marrow was reduced by 47% and 59%, respectively, compared with mice that received *Eif4a1*^*+/+*^ *Cd23-cre* bone marrow cells (Fig 2E). This indicates a minor role for EIF4A1 in the formation or persistence of Fo and MZ cells. Overall, it is clear that EIF4A1 is not essential to maintain mature quiescent B cells.

**Figure 2.**
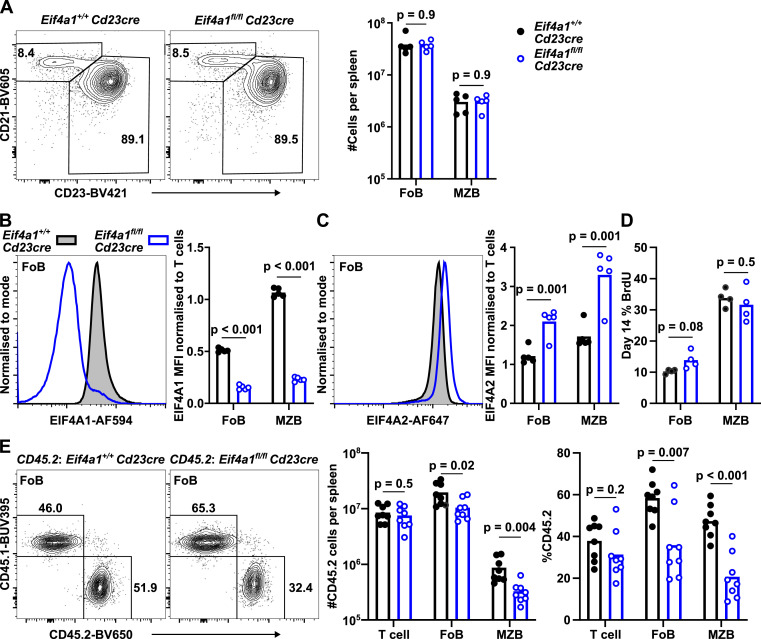
EIF4A1 is not essential for mature B cells. **(A, E)** Left: representative flow cytometry plots showing gating strategy on events pre-gated for CD19^+^ CD93^−^ (A) or CD19^+^ CD23^+^ CD21^+^ (E); numbers indicate the percentage of the gated population. **(A, E)** Right: (A) number of follicular (Fo, CD23^+^ CD21^+^) and marginal zone (MZ, CD23^lo^ CD21^+^); (E) number and percentage of CD45.2^+^ CD45.1^−^ T-cells (TCRB^+^), Fo and MZ B cells. **(B, C)** Flow cytometry analysis of EIF4A1 (B) and EIF4A2 (C) expression from cells in (A). Left: representative flow cytometry plots. Right: graphs show median fluorescence intensity and are representative of two independent experiments. **(D)** Percentage of BrdU in Fo and MZ B cells from mice treated with BrdU for 14 d. All graphs show data from individual mice with bar charts representing the mean.

### EIF4A1 is required for germinal centre formation and antibody response

The transition from a naïve to germinal centre (GC) B cell leads to an increased expression of EIF4A1 (3.4-fold), EIF4B (2.3-fold), and EIF4H (3.6-fold) and a 50% decrease in EIF4A2 expression (Fig S2A and B). To investigate the roles of EIF4A1 in the humoral immune response, we immunised *Eif4a1*^*fl/fl*^ *Cd23-cre* and *Eif4a1*^*fl/fl*^ mice with 4-hydroxy-3-nitrophenyl-acetyl conjugated to keyhole limpet hemocyanin (NP-KLH) precipitated in alum. 7 d later, GC B cells were almost completely absent in *Eif4a1*^*fl/fl*^ *Cd23-cre* mice with a 10-fold reduction in the number of GC B cells in the spleen compared with EIF4A1-sufficient mice (Fig 3A). The number of light zone (LZ) and dark zone (DZ) GC B cells were reduced by 9-fold and 15-fold, respectively. In the GC, there was only a small reduction in the ratio of DZ to LZ cells from 1.5 in *Eif4a1*^*fl/fl*^ mice to 1.0 in *Eif4a1*^*fl/fl*^ *Cd23-cre* mice (Fig S2C).

**Figure S2.**
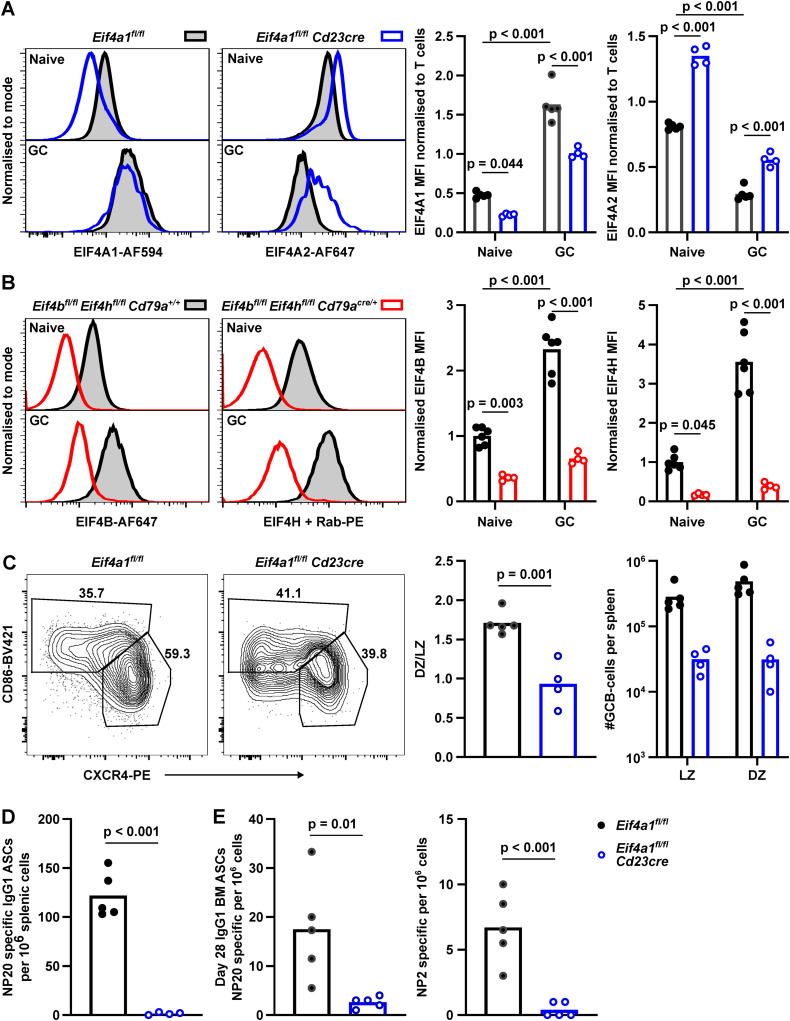
The GC response required EIF4A2 but not EIF4B or EIF4H. **(A, B)** Flow cytometry analysis of Naïve (CD19^+^ IgD^+^) and GC (CD19^+^, CD38^−^, CD95^+^) B cells for EIF4A1 and EIF4A2 expression (A) and EIF4B and EIF4H expression (B). Left: representative flow cytometry plots. **(A, B)** Right: graphs show median fluorescence intensity normalised to T cells (TCRB^+^) (A) or Naïve B cells (B). **(C)** Left: representative flow cytometry plots showing gating strategy on events pre-gated for CD19^+^ IgD^−^ CD38^−^ CD95^+^ cells; number indicates the percentage of the gated population. Right: ratio of dark zone (DZ) to light zone (LZ) GC B cells and numbers of LZ and DZ GCB cells. Data are representative of two independent experiments. **(D, E)** Number of NP-specific IgG1 ASCs as measured by ELISPOT 7 d after NP-KLH immunisation in the spleen (D) or 28 d after immunisation in the bone marrow (E). Data from individual mice with bar charts representing the mean.

**Figure 3.**
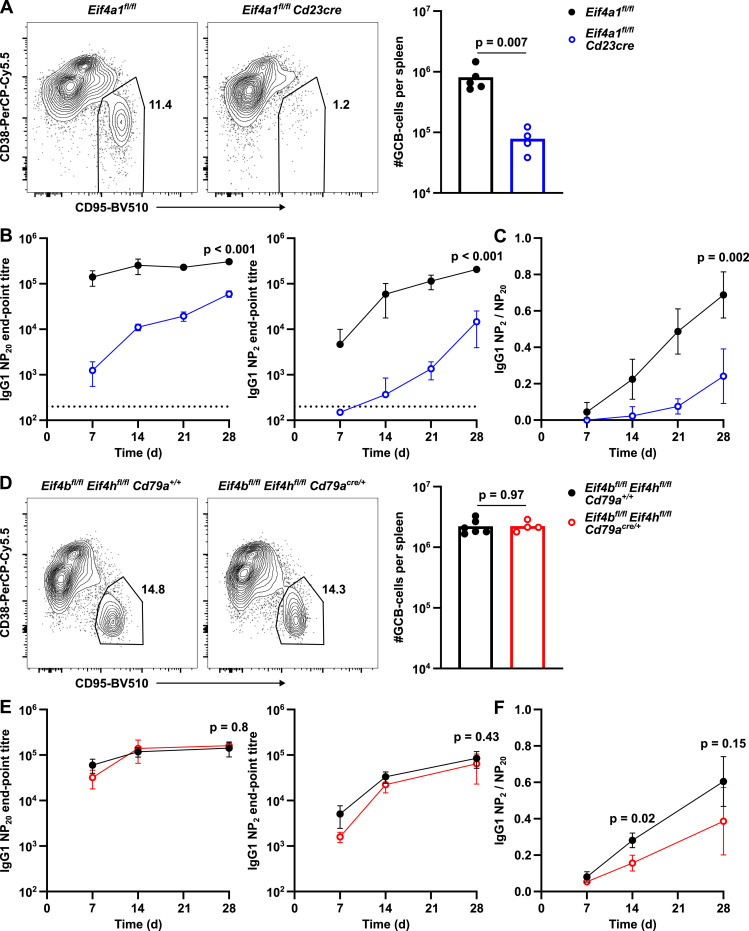
EIF4A1, but not EIF4B or EIF4H, is required in B cells for a GC response. **(A, D)** Left: representative flow cytometry plots showing gating strategy on events pre-gated for CD19^+^ IgD-cells; number indicates the percentage of the gated population. Right: number of GCB cells. Data are representative of two independent experiments. **(B, E)** IgG1 endpoint titres measured by ELISA in sera of mice for up to 28 d after NP-KLH immunisation. Anti-NP20 (high and low affinity) or anti-NP2 (high affinity only). Data show the mean of 5 mice ± SD. **(C, F)** Ratio of IgG1 high affinity (NP2) to high and low affinity (NP20) measured from data shown in B (C) and D (E). Data show the mean of five mice ± SD. *P*-values calculated for each timepoint with *t* test and Holm–Šídák multiple testing, representative *P*-values shown.

The reduction in GC B cells corresponded with a greater than 100-fold reduction in NP-specific IgG1 antibody-secreting cells in the spleen (Fig S2D). Moreover, 28 d after NP-KLH immunisation there were fewer low- and high-affinity bone marrow antibody secreting cells in *Eif4a1*^*fl/fl*^ *Cd23-cre* mice compared with *Eif4a1*^*fl/fl*^ mice (Fig S2E). Furthermore, IgG1 antibodies of both low- and high-affinity were reduced in *Eif4a1*^*fl/fl*^ *Cd23-cre* mice compared with *Eif4a1*^*fl/fl*^ mice (Fig 3B). In *Eif4a1*^*fl/fl*^ mice, the proportion of high-affinity antibodies increased over time, but this remained low in *Eif4a1*^*fl/fl*^ *Cd23-cre* mice (Fig 3C). The remaining GC B cells in *Eif4a1*^*fl/fl*^ *Cd23-cre* mice had only a 40% reduction in EIF4A1 expression compared with GC B cells in *Eif4a1*^*fl/fl*^ mice (Fig S2A). Furthermore, expression of EIF4A1 was 2.1-fold increased and EIF4A2 30% reduced compared with EIF4A1-sufficient naïve B-cells, which suggest that some of the apparent response to NP-KLH immunisation in *Eif4a1*^*fl/fl*^ *Cd23-cre* mice is from partial escapees.

*Eif4b*^*fl/fl*^ *Eif4h*^*fl/fl*^ *Cd79a*^*cre/+*^ mice immunised with NP-KLH had normal numbers of splenic GC B cells on day 7 (Fig 3D), despite efficient loss of both EIF4B and EIF4H (Fig S2B). *Eif4b*^*fl/fl*^ *Eif4h*^*fl/fl*^ *Cd79a*^*cre/+*^ mice also produced both low- and high-affinity IgG1 antibodies (Fig 3E). A small reduction in the contribution of high-affinity antibody to the response of *Eif4b*^*fl/fl*^ *Eif4h*^*fl/fl*^ *Cd79a*^*cre/+*^ compared with *Eif4b*^*fl/fl*^ *Eif4h*^*fl/fl*^ *Cd79a*^*+/+*^ mice was only significant at 14 d after immunisation (Fig 3F). These data show B cell activation and/or the GC response are dependent upon EIF4A1 but not EIF4B or EIF4H in B cells.

### EIF4A1 links B cell activation with increased rate of translation

Activation of B cells via the B cell receptor, CD40, or the toll-like receptor leads to extensive remodelling of the B cell proteome, which promotes growth and proliferation. To understand whether the inability of *Eif4a1*^*fl/fl*^ *Cd23-cre* mice to mount a GC response was because of an activation defect, we isolated B cells from CD45.1 B6.SJL mice (control) and CD45.2 *Eif4a1*^*fl/fl*^ *Cd23-cre* mice (4A1 KO) and activated them in co-culture on a CD40 ligand and hBAFF expressing cell line (CD40LB) in the presence of IL4. 24-h after coculture with CD40LB expression of CD69, a marker of activation, was increased equivalently in both control and 4A1 KO B cells (Fig 4A) indicating that EIF4A1 is not required for the cells to sense CD40L. The percentage of CD45.2 4A1 KO B cells remained unchanged after 24 h culture suggesting that EIF4A1 was not required for survival during early activation (Fig 4B). Furthermore, *Eif4a1*^*fl/fl*^ *Cd23-cre* and CD45.1 B6.SJL B cells had a similar percentage of membrane permeable/active caspase 3+ cells (Fig 4C). EIF4A1 is thus not necessary for activated cells to remain viable for at least the first 24 h of activation in vitro.

**Figure 4.**
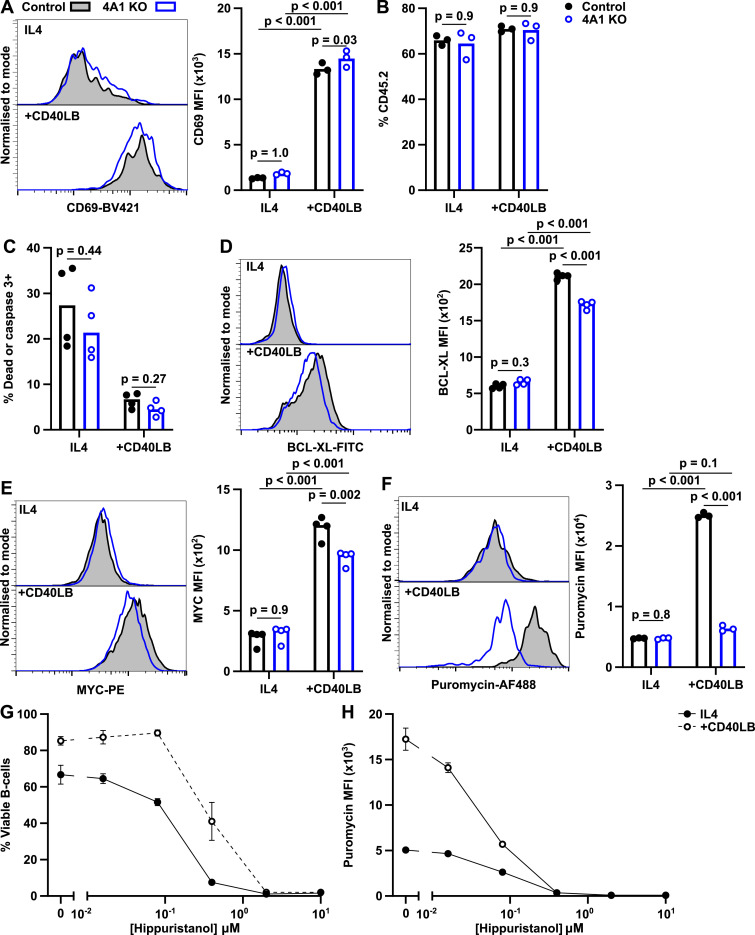
EIF4A1 facilitates increased translation after activation. B cells isolated from B6.SJL WT CD45.1 (Control, closed circles) and *Eif4a1*^*fl/fl*^ *Cd23-cre* (4A1 KO, open blue circles) mice co-cultured in IL4 with or without CD40LB-expressing feeder cells for 24 h. **(A, D, E, F)** Left: representative flow cytometry plots. Right: median fluorescence intensity, MFI, of CD69 (A); BCL-XL (D); MYC (E); and puromycin incorporation (F) by flow cytometry. **(B, C)** Percentage of viable CD45.2 cells (B) or cell permeable or active caspase 3+ (C) B cells. **(G, H)** Percentage of viable B cells (G) and puromycin incorporation (H) in B cells from B6.SJL mice treated with different doses of hippuristanol at the start of the culture and puromycin in the final 10 min of culture. Data show the mean of three mice ± SD.

After CD40LB activation B cells increase BCL-XL expression (19). In CD40LB-activated 4A1 KO cells, BCL-XL expression, as measured by flow cytometry, is increased 2.6-fold compared with IL4 only and is only reduced by 18% compared with EIF4A1-sufficient B cells (Fig 4D). The transcription factor MYC, which is essential for the GC reaction, has been widely cited as being EIF4A1-sensitive (6, 7, 20). We therefore also measured MYC expression by intracellular flow cytometry. The median fluorescent intensity of MYC in activated 4A1 KO cells was increased threefold compared with B cells cultured in IL4-only and was decreased by 21% in 4A1 KO B cells compared with EIF4A1-sufficient B cells after CD40LB activation (Fig 4E). To investigate whether loss of EIF4A1 altered the global rate of translation, we measured the amount of puromycin incorporation in the final 10 min of a 24-h culture. In IL4-only conditions, puromycin incorporation in control and 4A1 KO B cells was the same (Fig 4F). However, the fivefold increase in puromycin incorporation after activation in control B cells was not seen in the 4A1 KO cells (Fig 4F). Therefore, whereas activated 4A1 KO B cells can express new proteins, such as CD69, MYC and BCL-XL, their rate of protein synthesis is substantially limited.

Hippuristanol is an EIF4A-specific inhibitor of translation that targets both EIF4A1 and EIF4A2 (21). After hippuristanol treatment, B cells from B6.SJL mice cultured in IL4 only, or with CD40LB + IL4, showed a dose-dependent increase in cell death at 24 h (Fig 4G). Furthermore, at the higher doses of hippuristanol, puromycin incorporation was almost completely lost in the remaining viable cells (Fig 4H). Together, these results show that whereas EIF4A1 is indispensable for B cells to increase their translation rate after activation, EIF4A2 may be able to partially compensate and allow B cell survival.

### The transition from quiescent to proliferative state is EIF4A1-dependent

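Splenic B cells of Eif4a1 fl/fl Cd23-cre (4A1 KO) and Eif4a1 +/+ Cd23-cre (control) mice were cultured for 24 h with IL4 at 40 ng/ml on CD40LB cells, feeder cells that provide CD40 ligand, and their RNA was sequenced. The authors deposited values for 8 libraries, 4 of each genotype, numbered 1 to 4. Replicates 1 and 3 came from males and replicates 2 and 4 from females, and replicates 1 and 2 formed batch A and replicates 3 and 4 batch B. The paper states that the batch A males, replicate 1 of both genotypes, were removed from differential expression because of reduced viability. Values are therefore given for replicates 2 to 4 (n = 3 per genotype), and then for all 8 libraries. The reads had been mapped to the GRCm39 mouse genome with HISAT2 and counted with Seqmonk on each gene's merged isoforms, and these counts were deposited without normalization. Between 40471387 and 43210858 reads were counted on genes in the control libraries (median 41697216) and between 38488341 and 42705798 in the 4A1 KO libraries (median 40908732). The libraries of replicate 1 held 39890141 counts in control and 31727557 in 4A1 KO. TPM, which the authors calculated with Stringtie, were deposited for the same libraries. The counts were normalized here with edgeR's TMM method and filtered with its filterByExpr function, with batch and sex as covariates. In the 6 libraries these covariates are the same as the replicate number as a block. A gene was called differentially expressed at an adjusted p under 0.05 and an absolute log2 fold change above 0.5, the paper's thresholds.

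The targeted gene was examined in every library. Eif4a1 (ENSMUSG00000059796) lies on chromosome 11 of GRCm39 from 69557762 to 69563249. The loxP sites flank exons 2 to 4, which span 69560959 to 69561802 and make up 322 of the 1775 nucleotides of the transcript targeted by the authors, all of them coding. In counts normalized to library size (CPM), Eif4a1 had 746 in control 2, 941 in control 3 and 889 in control 4. It had 559 in 4A1 KO 2, 642 in 4A1 KO 3 and 689.5 in 4A1 KO 4. Control 1 had 815 and 4A1 KO 1 had 593 CPM, so that every 4A1 KO library was below every control library (exact permutation test, two-sided, p = 0.0286, the smallest p that 4 libraries against 4 allow). The log2 fold change was -0.44 (standard error 0.05, n = 3 per genotype, adjusted p = 1.15e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It ranged from -0.49 to -0.39 in the fits that each left out one replicate, and was -0.45 in all 8 libraries. The counts cover the whole gene, so they do not separate transcripts with exons 2 to 4 from transcripts without them. A processed pseudogene on chromosome 1, Eif4a-ps4, is 99.9% identical to Eif4a1 over its length, so some reads of one may have been counted on the other. Its own counts fell by 1.78 on the log2 scale, more than those of Eif4a1. How the reads were assigned to the gene and the pseudogene was not tested.

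**Figure D1:**
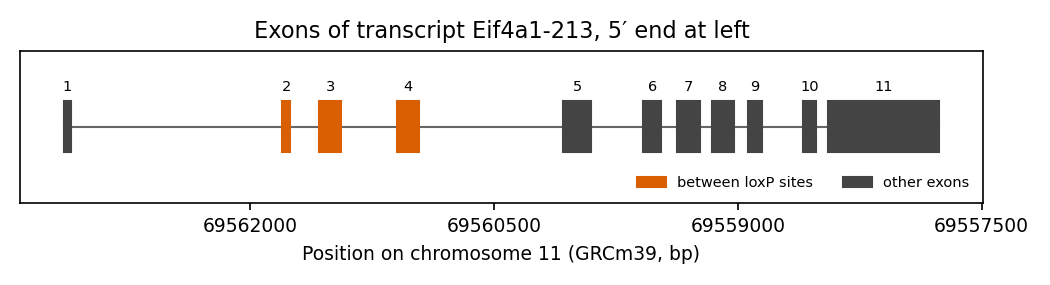
Exons of the Eif4a1 transcript targeted by the authors, drawn to scale by their position on chromosome 11 of GRCm39 (x axis, base pairs, decreasing to the right because the gene lies on the minus strand), with the exons between the loxP sites, exons 2 to 4, in orange and the others in grey. These exons lie between 69560959 and 69561802 and hold 322 of the transcript's 1775 nucleotides.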

To characterise the impact of EIF4A1 depletion on the transcriptome and proteome of activated B cells, we performed proteomic and RNA-seq analyses on paired 24-h CD40LB-activated B cells from *Eif4a1*^*fl/fl*^ *Cd23-cre* (4A1 KO) and *Eif4a1*^*+/+*^ *Cd23-cre* (control) mice. At this early timepoint, the transcriptome of 4A1 KO B cells was significantly different to control B cells with 18% of the transcripts detected differentially expressed (Fig 5A and Table S1). 

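Of the 14218 genes with enough counts for the test, 1949 were decreased and 1647 were increased in 4A1 KO B cells, and these 3596 genes made up 25.3% of those tested. In 3584 of them all 3 same-numbered pairs changed in the same direction, which the blocked test on these same pairs largely selects for. An adjusted p under 0.05, whatever the fold change, was reached by 7538 genes. Without the block, 3000 genes (21.1%) were differentially expressed, 2995 of them shared with the blocked fit. The pairing of same-numbered libraries comes from the batch and sex in their labels. After subtraction of each genotype's mean, same-numbered control and 4A1 KO libraries had a mean Pearson's r of 0.463 across genes and other pairs of control and 4A1 KO libraries had -0.231, although genes are not independent replicates. The subtraction makes the second value negative whenever the first is positive, so only the first bears on the pairing. The count moved most when the test was made against a log2 fold change of 0.5 itself with edgeR's glmTreat, which left 987 decreased and 640 increased genes (11.4%). With DESeq2 and its normal shrinkage, the tool named by the paper, 1498 genes were decreased and 1088 increased in the 6 libraries, 17.5% of the 14763 genes it tested. The same tool on all 8 libraries, a setting chosen after the values had been seen, gave 17.8%. The readable fold changes that the paper lists match that fit with replicate 1 included. In all 8 libraries, with batch and sex as covariates, edgeR called 2018 decreased and 1622 increased genes, 25.6% of 14211, and 3285 of them were shared with the 6 libraries.

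Among genes with a mean of at least 1 CPM, Eif5al3-ps (ENSMUSG00000043618, chromosome 5 from 90280088 to 90280534) increased most. It had 0.687 ± 0.156 CPM in control and 17.4 ± 2.88 in 4A1 KO (SD, n = 3), a log2 fold change of 4.65 (standard error 0.15, adjusted p = 3.30e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It is a processed pseudogene, 97.2% identical to Eif5a, which lies 0.26 Mb from Eif4a1. The pseudogenes Gm5823 and Gm18860 followed with log2 fold changes of 4.18 and 3.48, and they are 94.9% and 97.8% identical to Arf1 and Cnot8 on chromosome 11, so the reads of these genes and pseudogenes are not told apart with certainty. In the deposited TPM the changes were smaller for Eif5al3-ps (15.7 to 17.3 in controls 2 to 4, 84.7 to 106 in 4A1 KO 2 to 4) and for Gm5823 (5.07 to 5.79, and 19.9 to 28.3). Dusp8 rose from 1.32 ± 0.412 to 13.7 ± 3.35 CPM (SD, n = 3), a log2 fold change of 3.37. Pak6 rose by 3.13 on the log2 scale from 0.252 CPM, where control 2 lay above the other controls. The largest decreases were in histone genes. H2ac12 had between 58 and 149 counts in controls 2 to 4 and 0 in 4A1 KO, at least 30.3-fold lower, but control 1 also had 0. The counts of H2ac24 fell by 6.59 and those of H2ac11 by 5.60 on the log2 scale. The fits that each left out one replicate gave -9.62 to -6.22 and -7.20 to -5.27, with the largest falls without replicate 4. The deposited TPM of H2ac24 were 101, 75.9 and 143 in controls 2 to 4 and 4.11, 3.64 and 31.4 in 4A1 KO 2 to 4, a smaller difference than in its counts. The same holds for H2ac12, with 6.54 to 12.4 TPM in controls 2 to 4 and 0.286 to 2.51 in 4A1 KO 2 to 4, and for H2ac11, with 8.51 to 13.0 and 0.437 to 4.54. The long non-coding RNA 2610507I01Rik on chromosome 11 (59087691 to 59093273) had 68 to 97 counts in control libraries, 0 in 4A1 KO 1 to 3 and 10 in 4A1 KO 4. Its log2 fold change was -4.59, and -9.17 to -4.04 in the fits that each left out one replicate. The counts of Ccnb1ip1 fell by 3.57 on the log2 scale, but its span contains Rpph1, whose counts fell by 3.56, and its TPM were 0 in every library. In all 8 libraries the log2 fold changes of Eif5al3-ps, Gm5823, Gm18860, Dusp8 and Pak6 were 4.83, 4.22, 3.66, 3.45 and 3.34, and those of H2ac11, 2610507I01Rik and Ccnb1ip1 were -5.61, -4.91 and -3.72. H2ac12 and H2ac24 did not pass the filter there. With DESeq2's normal shrinkage on all 8 libraries, chosen after the values had been seen, they had -0.06 and -0.51, and H2ac12 was not called. Replicate 1 itself had 0.419 CPM of Eif5al3-ps in control and 19.4 in 4A1 KO.

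Of the EIF4A paralog and cofactors named in the paper, Eif4a2 had 489 ± 49.0 CPM in control and 761 ± 101 in 4A1 KO (SD, n = 3), a log2 fold change of 0.64 (standard error 0.05, adjusted p = 3.48e-05 from edgeR's test with Benjamini-Hochberg adjustment). The log2 fold change of Eif4b was -0.38 and that of Eif4h was -0.27, both past an adjusted p of 0.05 but within the fold change threshold. Those of Eif4e (-0.07) and Eif4g1 (0.13) had adjusted p of 0.277 and 0.103 from the same edgeR test with Benjamini-Hochberg adjustment. In all 8 libraries Eif4a2 rose by 0.59 on the log2 scale.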

The differences in the proteomes showed a global reduction in protein expression (Fig 5B and Table S2) with around 50% of the proteins detected in control B cells having decreased expression in 4A1 KO B cells.

**Figure 5.**
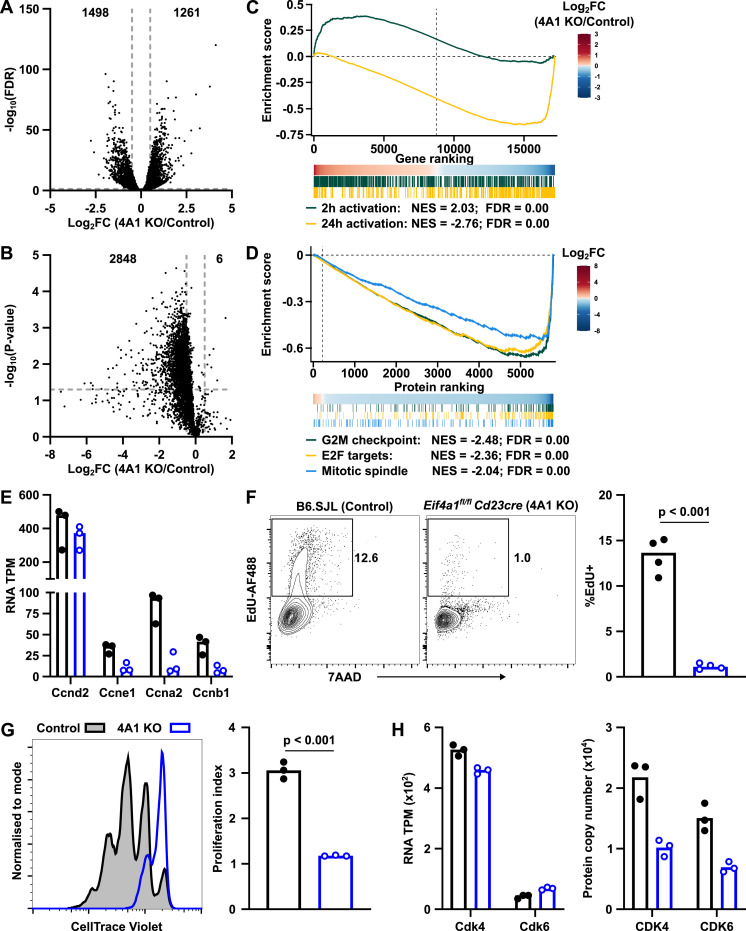
EIF4A1 promotes B cell proliferation. **(A, B)** Log_2_ fold change (x-axis) for (A) RNA-seq plotted against adjusted P-value (−log_10_) and (B) Proteomics plotted against *P*-value (−log_10_) of *Eif4a1*^*fl/fl*^ *Cd23-cre* and *Eif4a1*^*+/+*^ *Cd23-cre* B cells cultured with IL4 on CD40LB for 24 h. **(C)** GSEA for gene expression ranked by log_2_FC using gene sets comprised of genes with increased expression 2 and 24 h after IgM stimulation. Normalised enrichment score and FDR, false discovery rate q-value shown. **(D)** GSEA for protein expression ranked by log_2_FC using Hallmark gene sets. **(E)** Cyclin gene expression, transcript per million, TPM. **(F, G)** Flow cytometry analysis of cell cycle 24 h of co-culture on CD40LB cells based on incorporation of EdU with a fluorescent DNA-intercalator, 7-AAD (F). CellTrace-Violet dilution after 72 h of co-culture on CD40LB cells (G). B6.SJL (Control, closed circles) and *Eif4a1*^*fl/fl*^ *Cd23-cre* (4A1 KO, open blue circles) B cells. Proliferation index calculated with FlowJo. **(H)** *Cdk4* and *Cdk6* expression. Left: RNA, TPM. Right: protein, Copy number. All bar graphs show data from individual mice with bar representing the mean.

Table S1. Differentially expressed transcripts.

Table S2. Differentially expressed proteins.

We performed gene set enrichment analysis (GSEA) on the RNA-seq data using a list of genes with increased expression 2 h after B cell stimulation with anti-IgM or LPS (early response) and a list of genes with increased expression after 24 h of anti-IgM stimulation (late response) (Table S3). 

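The running sum of the early response genes, computed as in preranked GSEA over the genes ordered by edgeR's log2 fold change, had a normalized enrichment score of 2.02 in 4A1 KO B cells, and that of the late response genes had -2.78. Both had a two-sided permutation p of 2.00e-04, the smallest that 10000 random gene sets can give, and this p treats genes as independent. Of the 473 early response genes tested, 296 had a positive and 177 a negative log2 fold change, and 120 were called increased and 42 decreased. Of the 367 late response genes tested, 280 had a negative and 87 a positive log2 fold change, and 153 were called decreased and 22 increased. The median log2 fold change of the early response genes was 0.21, and in replicates 2, 3 and 4 the median of the pair's differences was 0.18, 0.24 and 0.10. For the late response genes the median was -0.37, and the pairs gave -0.40, -0.40 and -0.29. CAMERA in limma compares the statistics of a set with those of all other genes and does not test the median itself. For the early and late response genes it gave adjusted p of 6.30e-04 and 8.29e-17 (Benjamini-Hochberg over 5 gene sets, n = 3 per genotype) with an inter-gene correlation fixed at 0.01. With the correlation fixed, these p do not draw on how the genes varied together between libraries. With that correlation estimated from the data, CAMERA's adjusted p were 0.55 and 0.333. Without the filter on low counts, the alternative that moved the scores furthest toward 0, they were 1.45 and -2.18. In all 8 libraries the scores were 2.01 and -2.71 and the medians 0.18 and -0.33. The early response genes with the smallest adjusted p were Zhx2 (ENSMUSG00000071757, log2 fold change 1.41), Shisa8 and Dusp8. For the late response genes they were Shisa8, Idi1 and Dbi, with log2 fold changes of -1.18, -1.49 and -1.22. Shisa8 is in both lists.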

In 4A1 KO B cells, the early response genes were enriched as increased in expression, whereas late response genes were decreased in expression (Fig 5C). As 4A1 KO B cells have not progressed beyond an immediate activation state, they are likely to have a proliferation defect. This was evident from GSEA of the proteomic data using Hallmark gene sets (22), which identified cell cycle regulation (G2M checkpoint, E2F targets, and mitotic spindle) among the most decreased pathways in 4A1 KO B cells (Fig 5D and Table S4).

Table S3. Early and late response gene sets.

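The early response list holds 633 genes and the late response list 419, and 54 genes are in both. In the deposited table of counts, 615 and 418 of them were found by symbol, and 473 and 367 had enough counts to be tested, 48 of them from both lists. The late response list shares 27 genes with the S and G2/M phase genes that the Seurat package uses to score the cell cycle, and all 27 were tested. After their removal the normalized enrichment score of the remaining 340 late response genes was -2.61. With only the genes in one list, the scores were 2.08 for the 425 early and -2.94 for the 319 late response genes.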

Table S4. GSEA Hallmark FDR < 0.05.

4A1 KO activated B cells had similar amounts of Ccnd2 mRNA, encoding the G1 cyclin, compared with control cells, but a greater than 60% reduction of Ccne1, Ccna2, and Ccnb1 mRNAs which encode cyclins involved from the late G1 phase (Fig 5E). This suggested that 4A1 KO B cells might be unable to progress past the G1 checkpoint. This was confirmed by cell cycle analysis after EdU uptake, which identified the percentage of cells in S-phase 24 h after CD40LB activation was reduced from 14% in control B cells to 1% in 4A1 KO B cells (Fig 5F). Furthermore, flow cytometry analysis at 72 h showed CellTrace-violet–labelled naïve 4A1 KO B cells had undergone significantly fewer divisions with over 70% of cells remaining undivided compared with less than 10% in control cells. This led to a reduction in the average number of divisions, calculated using the proliferation index, from 3 in control cells to 1 in EIF4A1-deficient cells (Fig 5G). 

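The deposited TPM of Ccnd2 (chromosome 6, 127102125 to 127129156) were 417 ± 126 in control and 351 ± 71.9 in 4A1 KO (SD, n = 3 per genotype), a change in the mean of -15.8%. The difference within replicates was -0.422%, -22.3% and -18.0% in replicates 2, 3 and 4, and its adjusted p was 0.0499 from limma on log2(TPM + 1) over the 12976 genes with a mean of at least 1 TPM, with Benjamini-Hochberg adjustment. Without the block the adjusted p was 0.531, so in these 6 libraries the difference was past the threshold only with the block, and it was smaller than the spread between control libraries. Ccne1 (chromosome 7, 37797404 to 37808264) had 33.8 ± 6.00 TPM in control and 10.6 ± 5.21 in 4A1 KO (SD, n = 3), a change of -68.6% (limma, Benjamini-Hochberg adjusted p = 0.00137). Its reduction was -54.4% in replicate 4, against -79.4% and -72.5% in replicates 2 and 3. The TPM of Ccna2 (chromosome 3, 36619014 to 36626299) were 84.4 ± 18.8 and 15.2 ± 12.5 (SD, n = 3), a change of -82.1% (limma, Benjamini-Hochberg adjusted p = 0.00118), and replicate 4 again changed least, by -69.5%. Ccnb1 (chromosome 13, 100915153 to 100923116) fell from 38.0 ± 10.8 to 8.31 ± 4.64 TPM (SD, n = 3), a change of -78.1% (limma, Benjamini-Hochberg adjusted p = 6.85e-04). With 3 libraries against 3, an exact permutation test could not give a two-sided p below 0.1.

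Over all 8 libraries the changes were -15.0% for Ccnd2, -70.3% for Ccne1, -83.2% for Ccna2 and -78.3% for Ccnb1. Every 4A1 KO library was below every control library for Ccne1, Ccna2 and Ccnb1 (exact permutation test, two-sided, p = 0.0286 for each), but not for Ccnd2 (p = 0.486, exact permutation test, two-sided, which leaves the pairing aside). The TPM of Ccnd2 were lower in each of the 4 pairs, and limma with batch and sex gave it an adjusted p of 0.0153 over the 8 libraries (Benjamini-Hochberg). In replicate 1 the TPM were 272 in control and 242 in 4A1 KO for Ccnd2, 19.2 and 3.93 for Ccne1, 38.0 and 3.39 for Ccna2, and 16.5 and 3.39 for Ccnb1. Its control library had the lowest TPM of Ccne1, Ccna2 and Ccnb1 of the 4 controls. In the counts, the log2 fold changes of Ccnd2, Ccne1, Ccna2 and Ccnb1 were -0.21, -1.74, -2.72 and -2.27, and the fits that each left out one replicate gave -0.32 to -0.13, -2.08 to -1.47, -3.31 to -2.40 and -2.60 to -2.12. In replicate 2 the counts of Ccnd2 did not fall (920 CPM in control, 929 in 4A1 KO). From the loss of the cyclins that act from late G1 while Ccnd2 was similar, the paper proposes that 4A1 KO B cells might be unable to pass the G1 checkpoint. The paper then tested this directly with EdU uptake and found fewer 4A1 KO cells in S phase.

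**Figure D2:**
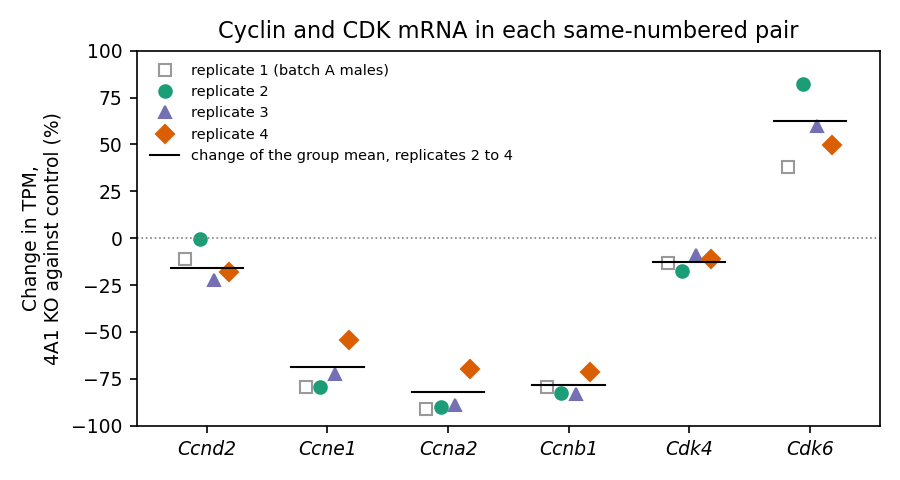
Change in TPM from control to 4A1 KO (y axis, percent) of Ccnd2, Ccne1, Ccna2, Ccnb1, Cdk4 and Cdk6, 1 point per same-numbered pair of libraries, with the batch A males as open squares and the change of the group mean of replicates 2 to 4 as a horizontal line. For Ccne1, Ccna2 and Ccnb1 every pair lies at -54.4% or lower, with replicate 4 nearest to 0.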

Progression of cells through G1 is controlled by the activity of CDK4 and CDK6, whereas the mRNA of these cyclin-dependent kinases is not different between 4A1 KO and control B cells both proteins were reduced by more than twofold (Fig 5H). 

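Cdk4 (ENSMUSG00000006728, chromosome 10, 126895180 to 126903789) had 525 ± 18.3 TPM in control and 458 ± 10.5 in 4A1 KO (SD, n = 3 per genotype), a change in the mean of -12.8% (adjusted p = 0.0143 from limma with Benjamini-Hochberg adjustment). It was lower in each pair, by -17.7%, -9.14% and -11.3% in replicates 2, 3 and 4. Cdk6 (ENSMUSG00000040274, chromosome 5, 3391485 to 3581008) rose from 42.1 ± 6.19 to 68.3 ± 4.56 TPM (SD, n = 3), a change of 62.3% (adjusted p = 9.45e-04 from limma with Benjamini-Hochberg adjustment), and by 82.1%, 59.8% and 49.8% in the pairs. In the counts, the log2 fold change of Cdk4 was -0.22 and that of Cdk6 was 0.69, with adjusted p of 0.0035 and 3.33e-05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cdk6 was past both thresholds for differential expression and Cdk4 only past that for the adjusted p. Over all 8 libraries the TPM changed by -12.9% and 57.0%, and the genotypes did not overlap for either gene (exact permutation test, two-sided, p = 0.0286 for each). Replicate 1 had 509.8 and 444 TPM of Cdk4 and 34.9 and 48.1 TPM of Cdk6 in control and 4A1 KO. Without the filter on low TPM the adjusted p of Cdk4 was 0.0612 and that of Cdk6 was 0.0193 (limma, Benjamini-Hochberg adjustment). The paper's own log2 changes for the proteins (Table S2) are -1.09 for Cdk4 and -1.11 for Cdk6.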

Overall, these results show that EIF4A1 promotes the expression of proteins involved in the cell cycle and allows activated B cells to undergo multiple cell divisions.

## Discussion

Here, we present evidence for an essential role of EIF4A1 in B cells during B cell development and the germinal centre response. EIF4A1 was not required to maintain quiescent mature B cells or for the early stages of B cell activation in vitro. We found that although EIF4A1-deficient B cells had a normal rate of protein synthesis, they were unable to increase their translation rate after activation. Previous studies have shown the EIF4F factors, including EIF4A1, operate in a feedforward loop in which MYC increases transcription of *Eif4a1*, *Eif4e*, and *Eif4g1* and expression of these factors leads to increased MYC translation (23). In B and T cells, the amount of MYC after activation determines the capacity for cell division (24, 25). We found that whereas EIF4A1-deficient B cells had a reduced number of cell divisions after activation, this was unlikely to be driven solely because of the small decrease in MYC expression. EIF4A inhibition in cancer cells leads to G1-arrest through translation inhibition of CDK4, CDK6 or members of the cyclin D family (26, 27). Activated EIF4A1-deficient B cell protein but not RNA expression of CDK4 and CDK6 was reduced, which is likely to contribute to their arrest in G1.

However, given that half of the proteins detected by proteomics had reduced expression, it is likely EIF4A1 may also drive proliferation, in part, by promoting global protein synthesis.

In many cell types, the loss of EIF4A1 leads to increased EIF4A2 expression (12, 28, 29). In cancer cell lines, increased EIF4A2 expression does not compensate for the loss of EIF4A1 (12). EIF4A2 is increased in EIF4A1-deficient B cells and may have promoted survival of naïve B cells, but could not compensate for EIF4A1’s role in proliferation. Hippuristanol treatment, which can inhibit both EIF4A1 and EIF4A2, increased cell death and reduced translation below that of EIF4A1-deficient cells. We propose that in primary B cells, and potentially other nonmalignant cell types (28), EIF4A2 may partially compensate for the loss of EIF4A1 by maintaining a basal level of protein synthesis sufficient for cell viability. *Eif4a2* however is not increased by MYC (23) and, even though it can participate in the EIF4F complex (12, 30), it can also associate with other proteins involved in suppression of translation (30, 31). This could explain why EIF4A2 cannot fully compensate for loss of EIF4A1, especially in highly proliferative cell types with high metabolic demands such as GC B cells, which share these features with cancer cells.

The activity of EIF4A is stimulated in the presence of cofactors including EIF4B and EIF4H. High expression of EIF4B has been shown to associate with poor prognosis in DLBCL (5) and its depletion leads to reduced growth of DLBCL cell lines (32). However, tamoxifen-mediated deletion of *Eif4b* in all cells of adult mice had no obvious effect on the proportion of B cells (13). It was therefore interesting that neither cofactor was essential for B cell development or the germinal centre response. A requirement for EIF4B and EIF4H was only evident when both were lost in a competitive environment, which is a stringent test of functionality. Thus, in the mouse, EIF4B and EIF4H appear to be dispensable in developing B cells and GC B cells but EIF4A1 has an essential role.

## Materials and Methods

### Mice

All mice were on a C57BL/6 background. *Eif4a1*-floxed mice, *Eif4a1*^tm2cBea^, were generated by targeting mouse *Eif4a1* gene in HM1 ES cells. F1 offspring were crossed to actin-Flp and backcrossed to C57BL/6 for at least 10 generations. The *Eif4a1*^tm2cBea^ allele places loxP sites on either side of exons 2 to 4, Ensembl transcript ID: *Eif4a1*-213. *Eif4b*-floxed mice, *Eif4b*^tm1Tnr^, were generated by targeting mouse *Eif4b* gene in C57BL/6J-Tyrc-2J/J ES cells. F1 offspring were crossed to C57BL/6 Flp deleter mice. The *Eif4b*^tm1Tnr^, places loxP sites at either side of exons 3 and 4, Ensembl Transcript ID:*Eif4b*-201. *Eif4h*-floxed mice were generated by crossing *Eif4h*^tm1a(EUCOMM)Wtsi^ mice with a flp recombinase expression mouse and have been and backcrossed to C57BL/6 for at least 10 generations. The allele places loxP sites on either side of exons 2 to 5, Ensembl Transcript ID: *Eif4h*-205. The abovementioned mice were crossed with either *Cd79a-cre* (Cd79a^tm1(cre)Reth^) (33) or *Cd23-cre* (Tg[Fcer2a-cre]5Mbu) (34).

Mice were maintained in the Babraham Institute Biological Support Unit. No primary pathogens or additional agents listed in the FELASA recommendations have been confirmed during health monitoring since 2009. Ambient temperature was ∼19–21°C and relative humidity was 52%. Lighting was provided on a 12-h light: 12-h dark cycle including 15 min “dawn” and “dusk” periods of subdued lighting. After weaning, the mice were transferred to individually ventilated cages with one to five mice per cage. Mice were fed CRM (P) VP diet (Special Diet Services) ad libitum and received seeds (e.g., sunflower, millet) at the time of cage-cleaning as part of their environmental enrichment. All mouse experimentation was approved by the Babraham Institute Animal Welfare and Ethical Review Body. Animal husbandry and experimentation complied with existing European Union and United Kingdom Home Office legislation.

### Animal procedures

8–14-wk-old male and female mice were used in this study and experimental cohorts were age- and sex-matched. For generation of bone marrow chimeras, B6.SJL-Ptprc^a^Pepc^b^/BoyJ (B6.SJL-CD45.1) mice were lethally irradiated (2 × 5.0 Gy) and reconstituted with 3 × 10^6^ BM cells. Donor BM were composed of the following: 50% B6.SJL *Cd23-cre* and 50% of either *Eif4a1*^*+/+*^ *Cd23-cre* or *Eif4a1*^*fl/fl*^ *Cd23-cre*; or 50% heterozygous (CD45.1+ CD45.2+) and 50% either *Eif4b*^*fl/fl*^ *Eif4h*^*fl/fl*^ *Cd79a*^*+/+*^ or *Eif4b*^*fl/fl*^ *Eif4h*^*fl/fl*^ *Cd79a*^*cre/+*^. Mice were analysed 10 wk after reconstitution. BrdU (Sigma-Aldrich) was administered at 0.8 mg/ml with 1% sucrose (Thermo Fisher Scientific) in drinking water. For immunisation, mice were injected intraperitoneally with 100 μg NP-KLH (Biosearch Technologies) and precipitated in alum (Universal Biologicals). Mice that had no evidence of a NP-specific response when analysed by flow cytometry or ELISA were excluded from analysis. Administration of substances was performed by a technician blind to the genotype and, where possible, mice with different genotypes were randomised between cages.

### ELISA and ELISPOT

ELISA and ELISPOT were performed as previously published (35, 36) using 20 NP conjugated to BSA for total affinity and 2 NP conjugated to BSA for high affinity. End-point titres were calculated using serial dilution of serum samples.

### In vitro culture and activation of B cells

Irradiated (120 Gy) CD40LB (19) cells were plated at a density of 5 × 10^4^ per ml overnight. Splenic B cells were isolated from single cell suspension using a B cell isolation kit (Cat. # 130-090-862 from Miltenyi). For 24-h analysis, B cells were plated 5 × 10^5^ per ml in RPMI 1640 Dutch-modified medium (Thermo Fisher Scientific) supplemented with 10% FBS (Gibco), 1 x GlutaMAX (Gibco), 50 μM 2-mercaptoethanol (Thermo Fisher Scientific), 100 U/ml penicillin and 100 μg/ml streptomycin (Thermo Fisher Scientific), and 40 ng/ml mIL-4 (214–14; PeproTech). B cells were treated with hippuristanol (gift from Cancer Research Horizons) at the time of plating on CD40LB feeder cells. For puromycin incorporation, cells were treated with 2 μg/ml puromycin (P8833; Sigma-Aldrich) for final 10 min of culture. For EdU incorporation, cells were treated with 10 μM ethynyl-2′-deoxyuridine (#E10415; Thermo Fisher Scientific) for final hour of culture. For 72 h CTV analysis isolated B cells were treated for 10 min with 5 µM CellTrace violet (C34557; Thermo Fisher Scientific) and plated at 7.5 × 10^4^ cells per ml. Replicates within an experiment are from individual mice, with the number of independent samples indicated.

### Flow cytometry and antibodies

A list of antibodies used is provided in Table S5. Preparation of bone marrow and splenic cells was performed as previously published (35, 37). For intracellular stains, after staining of dead cells and surface markers, cells were fixed with BD Cytofix/Cytoperm (Becton Dickinson) on ice for 30 min, washed in BD perm/wash, and either frozen at −80°C in FCS + 10% DMSO or stained overnight at 4°C in BD perm/wash containing monoclonal rat antibody 2.4G2. EdU was detected with Click-iT Plus EdU AF488 kit (C10632; Thermo Fisher Scientific) as per the manufacturer’s instructions. DNA was stained using 20 µl 7-AAD for 20 min immediately before analysis. Flow cytometry data were acquired on a BD LSRFortessa equipped with five lasers and was analysed using FlowJo software (version 10.7.1).

Table S5. Antibodies.

### Statistical analysis

Statistical analysis was performed using GraphPad. Unless indicated otherwise, *t* test was used to compare means of two groups with a Holm-Šídák correction test for multiple comparisons. Two-way ANOVA with Tukey’s multiple comparison test was used to compare means of more than two groups and two independent variables.

### Sample preparation for mass spectrometry

Splenic B cell isolated from four *Eif4a1*^*+/+*^ *Cd23*-cre or *Eif4a1*^*fl/fl*^ *Cd23*-cre mice were cultured on CD40LB cell for 24 h. Single-cell suspensions were first incubated with 2.4G2 followed by a biotinylated H-2K^d^ (SF1-1.1) antibody at room temperature in MACS buffer. The biotinylated CD40LB cells were then removed by incubation with anti-biotin microbeads (Militenyi) and passed through an LS column. The purified B cells were washed twice with ice-cold PBS and pellets were frozen on dry ice. 

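The RNA-seq libraries of the batch A males could be compared with the other 6. At least 1 read was counted on 18592 genes in the control and on 17995 in the 4A1 KO library, against 18213 to 18425 in the others. Mitochondrial genes took 1.32% and 1.35% of the counts, within the range of the others (0.974% to 1.59%). The 10 most counted genes took 5.98% and 6.59%, against 5.60% to 6.39%. Ddx3y, on the Y chromosome, had 5311 and 4686 counts and Xist 2 in each. The other males had at most 2 counts of Xist, and in the females Xist had between 16570 and 29290. Across genes, the mean Pearson's r of same-numbered control and 4A1 KO libraries, each centred on its genotype, was 0.516 with this pair included.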

A paired *Eif4a1*^*+/+*^ *Cd23*-cre and *Eif4a1*^*fl/fl*^ *Cd23*-cre sample (batch A males) were analysed by mass spectrometry and RNA-seq but removed for differential expression analysis because of reduced cell viability after isolation.

Cell pellets were lysed in 200 μl of SDS buffer comprised of 5% SDS, 10 mM TCEP, and 50 mM TEAB. Samples were incubated at 95°C for 5 min before sonicating for 15 cycles of 30 s each using a BioRuptor (Diagenode). Proteins were alkylated in the dark for 1 h by the addition of IAA at a final concentration of 20 mM. Protein lysates were prepared for mass spectrometry using s-trap mini columns following the manufacturer’s instructions (Protifi). In brief, for each sample 100 μg of protein was loaded onto an s-trap mini column. Captured protein was washed five times with 400 μl of wash buffer (90% methanol with 100 mM TEAB, pH 7.1). Proteins were digested by the addition of 5 μg of trypsin to each sample in 50 mM ammonium bicarbonate. Samples were digested for 3 h at 47°C. Once digestion was complete, peptides were eluted with 80 μl of 50 mM ammonium bicarbonate followed by 80 μl of 0.2% formic acid and lastly with the addition of 80 μl 50% acetonitrile with 0.2% formic acid. After the addition of each elution buffer, columns were centrifuged at 4,000*g* for 1 min and the flow through collected. Eluted peptides were dried by SpeedVac and suspended in 1% formic acid before quantification using the CBQCA assay (Invitrogen).

### Analysis of peptides by mass spectrometry

Peptides were analysed by data-independent acquisition (DIA) mass spectrometry as described previously (38) For each sample, 1.5 μg of peptide was injected onto a Q Exactive plus mass spectrometer (Thermo Fisher Scientific) coupled to a Dionex Ultimate 3000 RS (Thermo Fisher Scientific). The following LC buffers were used: buffer A (0.1% formic acid in Milli-Q water [vol/vol]) and buffer B (80% acetonitrile and 0.1% formic acid in Milli-Q water [vol/vol]). An equivalent of 1.5 μg of each sample was loaded at 10 μl/min onto a μPAC trapping C18 column (Pharmafluidics). The trapping column was washed for 6 min at the same flow rate with 0.1% TFA and then switched in-line with a Pharma Fluidics, 200 cm, μPAC nanoLC C18 column. The column was equilibrated at a flow rate of 300 nl/min for 30 min. The peptides were eluted from the column at a constant flow rate of 300 nl/min with a linear gradient from 1% buffer B to 3.8% buffer B in 6 min, from 3.8% B to 12.5% buffer B in 40 min, from 12.5% buffer B to 41.3% buffer B within 176 min, and then from 41.3% buffer B to 61.3% buffer B in 14 min. The gradient was finally increased from 61.3% buffer B to 100% buffer B in 1 min, and the column was then washed at 100% buffer B for 10 min. Two blanks were run between each sample to reduce carry-over. The column was kept at a constant temperature of 50°C.

Q Exactive Plus was operated in positive ionization mode using an easy spray source. The source voltage was set to 2.2 Kv and the capillary temperature was 275°C. Data were acquired in data independent acquisition mode as previously described (39), with some modifications. A scan cycle comprised of a full MS scan (m/z range from 345-1155), resolution was set to 70,000, AGC target 3 × 10^6^, maximum injection time was 200 ms. MS survey scans were followed by DIA scans of dynamic window widths with an overlap of 0.5 Th. DIA spectra were recorded at a resolution of 17,500 at 200 m/z using an automatic gain control target of 3 × 10^6^, a maximum injection time of 55 ms and a first fixed mass of 200 m/z. Normalised collision energy was set to 25% with a default charge state set at 3. Data for both MS scan and MS/MS DIA scan events were acquired in profile mode.

### Proteomics data analysis

Raw mass spec data files were searched as described by reference 40 with some modifications. Raw files were searched using Spectronaut (Biognosys) version 16.0.220606.53000 using the directDIA function. The following search settings were used: minimum peptide length 7, maximum peptide length 52, cleavage enzyme trypsin, maximum missed cleavages 2, protein and peptide FDR was set at 0.01, profiling and cross run normalisation were disabled. Carbamidomethyl (C) was selected as a fixed modification, whereas acetyl (N-term), deamidation (NQ), and oxidation (M) were selected as variable modifications. Data were searched against a hybrid database generated from the UniProt mouse database (June 2020). This hybrid protein database consisted of manually annotated mouse Swiss-Prot entries, along with mouse TrEMBL entries with a manually annotated homologue within the human Swiss-Prot database. Estimated protein copy numbers and concentration were calculated using the proteomic ruler (41) and Perseus (42). Differential expression analysis was performed using the *t* test function in R after filtering for proteins with a mean > 2 peptides used for quantification across all samples.

### RNA sequencing

RNA was isolated from the purified B cells isolated for mass spectrometry, using an RNeasy Mini Kit (QIAGEN), with on-column DNase treatment, and its quality was assessed on a 2100 Bioanalyser (Agilent). For Illumina sequencing, 100 ng of total RNA was reverse transcribed using NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (#E7760) and NEBNext Multiplex Oligos for Illumina (96 Unique Dual Index Primer Pairs) (#E6440) following the manufacturer’s instructions. cDNA quality was checked using Qubit dsDNA HS Assay Kit (Q32854) and Agilent DNA 5000 tapestation reagents (5067-5588; 5067-5589). Samples were pooled at equimolar quantities, and sequenced on a Novaseq 6000 using one lane of an S1 flowcell, as paired end 50-bp (PE50) reads.

### RNA-sequencing data analysis

RNA-sequencing data were trimmed using TrimGalore (v0.6.6; https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/), and quality checked using FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and FastQ Screen (https://www.bioinformatics.babraham.ac.uk/projects/fastq_screen/). Reads were mapped to the GRCm39 mouse genome build using HISAT2 (v2.1.0) (43), suppressing soft-clipping, unpaired or discordant alignments, and taking into account known splice sites from the Ensembl GRCm39 v103 annotation release. TPM were calculated using Stringtie (v2.1.1) (44), using the Ensembl GRCm39 v105 annotation.

For differential expression analysis, raw read counts were generated using Seqmonk (v1.48.2.devel; https://www.bioinformatics.babraham.ac.uk/projects/seqmonk/) over mRNA features with merged isoforms, using the Ensembl GRCm39 v105 annotation, assuming opposing strand-specific, paired reads. DESeq2 (v1.36.0) (45) analysis was performed including experimental batch and sex as batch effects, with “normal” log_2_ fold change shrinkage. Significantly, differentially expressed genes were defined as those with FDR‐adjusted *P*-value < 0.05 and absolute log_2_ fold change > 0.5.

### GSEA

GSEA for gene and protein expression was performed using the GSEA Preranked tool on the GenePattern server, with genes/proteins ranked by log_2_-fold change. Gene set used is as follows: early responders, genes with increased expression 2 h after LPS or IgM stimulation (46); late response, genes with increased expression 24 h after IgM stimulation (47); and Mouse MSigDB hallmark gene set (2022).

## Data Availability Statement

The data that support the findings of this study are openly available under the GEO accession GSE237426. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE (48) partner repository with the dataset identifier PXD046710.

## Supplementary Material

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

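RNA of splenic B cells cultured for 24 h with IL4 (40 ng/ml) on CD40LB feeder cells was sequenced from 4 control and 4 4A1 KO mice. Genotype, sex, batch and replicate number of each of the 8 libraries were taken from their labels, and each column of the deposited tables carries the title of a sample. Replicate 1 of both genotypes, the batch A males, was left out of the main comparisons because the paper states that it was removed for reduced viability, so 6 libraries were compared, 3 per genotype, and all 8 were used as an alternative. No per-sample column was left unused.

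The authors trimmed the reads, mapped them to GRCm39 with HISAT2 and generated raw read counts with Seqmonk over mRNA features with merged isoforms and opposing strand-specific paired reads, and deposited these counts without normalization. The authors calculated the deposited TPM with Stringtie from the same alignments. The paper's text does not say how reads that map to several places were counted. Between 38488341 and 43210858 reads were counted per library in the 6 libraries, and 31727557 in the smallest of the 8. Intervals for single libraries were not computed, and standard deviations are between libraries.

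Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr by genotype, counts were normalized with the TMM method, and a quasi-likelihood model with batch, sex and genotype was fitted. In the 6 libraries batch and sex together are the same as the replicate number as a block, and the fits that left out one replicate used that block. The tests are two-sided and the p-values were adjusted with the Benjamini-Hochberg method. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change above 0.5. The pairing of same-numbered libraries rests on the batch and sex in their labels, and it was checked by correlating, across genes, the libraries of both genotypes after subtraction of each genotype's mean. Of 53242 genes in the tables, 52647 were matched by identifier to the GENCODE M39 annotation of GRCm39, from which coordinates, lengths and GC content were taken.

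The TPM were compared with limma 3.58.1 on log2(TPM + 1) over the 12976 genes with a mean of at least 1 TPM, with the same covariates, and with exact permutation tests over the 8 libraries. The enrichment of the paper's lists (Table S3) was computed as a weighted running sum with exponent 1 over genes ranked by log2 fold change, against 10000 random gene sets. These lists and the cholesterol synthesis, ribosomal protein and fibroblast marker genes were each compared with all other genes by CAMERA at a fixed inter-gene correlation of 0.01. Their median log2 fold changes are given beside that test and were not themselves tested. The cholesterol synthesis list was written after the leading genes of the paper's Table S1 had been read and before the deposited counts were examined. Differences of the genotype effect between sexes and between batches were tested as interaction terms in the 8 libraries. Pseudogenes were matched to coding transcripts with blastn 2.17.0 and bedtools 2.31.1.

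Genes are named by a rule set before the data were examined. They are the genes whose mRNA or protein the paper reports for activated B cells or names as EIF4F factors, the 5 largest increases and the 5 largest decreases among called genes with a mean of at least 1 CPM and the same direction in all 3 pairs, and the 3 members of each gene set with the smallest adjusted p. A gene that this rule selects from a gene set is not reported here. Other genes are named in connection with these, and the text says so where they were chosen after their values were seen.

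The code was tested on simulated data. Among 14218 simulated genes, of which 200 had been changed, edgeR's test recovered 190 (95.0%) with 15 false calls, and it made 0 calls when none had been changed. Of 100 random gene sets, 2 had an enrichment p under 0.05. The limma test recovered 200 of 200 changed genes among 12976 simulated ones with 7 false calls. The simulated genes were independent, had no batch or sex effect, and only 200 of them were changed. The random gene sets were drawn in the same way as those of the null. These runs therefore check the code, and do not show how well the p-values hold in the real libraries.

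The alternatives were the normalization (DESeq2's size factors, upper quartile), DESeq2 1.42.0 with and without shrinkage, other filters on low counts and low TPM, the pseudocount of the TPM (0.1), no replicate block, all 8 libraries, leaving out each replicate, edgeR's glmTreat, other settings of the enrichment, the inter-gene correlation and the window around Eif4a1 (5 and 20 Mb). DESeq2 with normal shrinkage on all 8 libraries, and the ribosomal protein list without kinases and binding proteins, were added after the data had been examined. The cell cycle genes came from Seurat 5.3.0. The proteome was not analysed here apart from values quoted from the paper's Table S2.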

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

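The comparisons with other splits and with thinned libraries were chosen before the data were examined, and the other tests below were chosen only after the result was seen.

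In 6 of the 110 groups of 4 libraries that were examined, 1 library lay apart from the other 3, where chance gives 5.5. The gap to the nearest library, divided by the range of the group, was 0.877 for Pak6 in control (control 2 at 0.543 CPM, the others at most 0.148), 0.836 for Myc in 4A1 KO (4A1 KO 4 at 535, the others at most 445), 0.869 for Bcl2l1 in 4A1 KO (4A1 KO 2 at 374, the others at least 452), 0.830 for Gm5823 in 4A1 KO (4A1 KO 4 at 4.62, the others at least 6.49), and 1 for both H2ac24 and 2610507I01Rik in 4A1 KO, where 4A1 KO 4 had 4 and 10 counts and the other 4A1 KO libraries had 0. In all 6 the count of that library differed from its share of the group's counts by more than counting noise (binomial test). The number of such groups is close to that given by chance, so no explanation beyond differences between mice is needed for the set as a whole. In 4 of the 6 the library was 4A1 KO 4, whose position between the genotypes is taken up under the other observations.

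With edgeR, Ighg2c is the only gene, of 14211 tested, whose genotype effect differed between batches (difference of log2 fold changes 4.79, adjusted p = 0.0210 from edgeR's interaction test with Benjamini-Hochberg adjustment), while 610 genes had an unadjusted p under 0.05. It had 180 and 289 counts in the batch A controls and 10 and 11 in the batch A 4A1 KO libraries, but 34 and 49 against 36 and 84 in batch B, so it was lower in 4A1 KO in both pairs of batch A and higher in both pairs of batch B. Jchain, looked at after its values were seen, had a difference of 2.17 and did not pass the adjustment (adjusted p = 0.175 from the same edgeR test with Benjamini-Hochberg adjustment), but it did with DESeq2's interaction test (2.15, adjusted p = 3.82e-10, Benjamini-Hochberg). Its counts were 985 and 898 in the batch A controls and 369 and 337 in the batch A 4A1 KO libraries, and 438 and 468 against 1111 and 649 in batch B, so a part of its difference comes from higher counts in 4A1 KO of batch B. A few antibody-secreting cells in the batch A control cultures are a candidate explanation for the batch A counts only. Of 13 other marker genes of such cells, listed after the counts of Ighg2c and Jchain had been seen, 11 were tested. Their median difference between batches was 0.01, and the set had an adjusted p of 0.321 (CAMERA in limma, two-sided, which Benjamini-Hochberg adjustment leaves as it is for a single set), so the marker list did not move with Ighg2c and Jchain. With 2 pairs per batch, a difference between single mice cannot be told apart from one between batches, and no other explanation was tested.

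The genes of cholesterol synthesis, whose mRNA the paper's text does not discuss, had a median log2 fold change of -1.49 in 4A1 KO B cells. All 23 tested genes of the 24 listed were lower and 22 were called decreased, the exception being Srebf2 (-0.36), named after its value was seen. Among the genes with the smallest adjusted p, Stard4 and Sqle had log2 fold changes of -1.57 and -1.45. The list also holds genes that are not enzymes of the synthesis, Stard4 and Srebf2 among them, so the median is not one of synthesis enzymes alone. The adjusted p of the set was 1.86e-44 (CAMERA in limma, Benjamini-Hochberg over 5 sets) with the fixed inter-gene correlation and 0.333 with the correlation estimated from the data. The list was written after the leading genes of the paper's Table S1 had been read, so the direction was not unforeseen. The paper's Table S4 also lists the Hallmark set for cholesterol homeostasis among the decreased sets of the proteome (FDR under 0.05), which was read only after the mRNA values had been seen. The real split was the only 1 of the 4 splits of the 6 libraries that exchange genotypes within whole pairs to give as large a median, but 4 splits cannot give a share under 0.05, so the split itself shows little. After every library was thinned to the smallest, the median was -1.49. The trend over gene length, GC content and expression level explained 1.96% of the variance. Its removal moved the median of the late response genes from -0.37 to -0.30 but left that of the cholesterol genes at -1.49. For these 23 genes this argues against such a trend as the explanation. The fibroblast markers, which track RNA of the feeder cells, had a median of -0.16. The medians of the pairs were -1.62, -1.60, -1.65 and -1.24 in replicates 1 to 4, so the weakest pair, -1.24, still fell and both batches carried the decrease. In the 19 genes that no tested pseudogene matches, the median was -1.49. Lower proliferation alone may decrease these genes. Control 1, whose Ccna2 was the lowest of the controls, had a cholesterol score that differed by -0.0433 from the mean of the other controls, but a single library decides little. Control 1 and 4A1 KO 4 had similar TPM of Ccna2 (38.0 and 29.5) and cholesterol scores of 0.71 and -0.53, and control 4, with the highest Ccna2 (96.8), had the lowest score of the controls (0.67). Within 4A1 KO, library 4 had the highest Ccna2 and the highest score, and library 1 had the lowest of both (3.39 and -0.84). 4A1 KO 2 had more Ccna2 than 4A1 KO 3 (9.10 and 6.84) but a lower score (-0.83 and -0.76). The controls and the match of control 1 with 4A1 KO 4 speak against a score that simply follows Ccna2. A link within 4A1 KO is not excluded. Ccna2 mRNA is a rough measure of proliferation and was chosen after the values were seen. A response of sterol synthesis to the loss of EIF4A1 remains a hypothesis, and no test here separates it from reduced proliferation.

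Eif5al3-ps, a pseudogene that the paper does not discuss, had a log2 fold change of 4.65, with 17 to 36 counts in the 4 control libraries and 604 to 750 in the 4 4A1 KO libraries. Its parent gene Eif5a had a log2 fold change of -0.0193, and Arf1 and Cnot8, the parents of Gm5823 and Gm18860, had -0.19 and -0.35, so a rise of the parent gene accounts for none of these pseudogenes. Eif5a lies 0.26 Mb from Eif4a1, and the targeted allele was made in embryonic stem cells before it was backcrossed to C57BL/6. A candidate explanation is that reads of Eif5a that carry variants of the strain of those cells align to the pseudogene. Among the other pseudogenes, those whose parent lies within 20 Mb of Eif4a1 were increased more often than the rest (7 of 26 against 86 of 1303, Fisher's exact test, two-sided, p = 0.00144, with Eif5al3-ps left out). For the pseudogenes the 20 Mb window was chosen after the positions of the parents had been seen. At 5 Mb the counts were 2 of 11 (p = 0.177, Fisher's exact test, two-sided) and at 10 Mb 2 of 17 (p = 0.336, Fisher's exact test, two-sided), so the result depends on the window. Several of the increased pseudogenes share a parent, and the parents Larp1 and Rangrf, named after their values were seen, rose themselves. At 20 Mb, with Gm5823 and Gm18860 left out too, 5 of 24 were increased (p = 0.0204, Fisher's exact test, two-sided). With each parent counted once, and Eif5a left out, it was 5 of 15 parents (p = 0.0085, Fisher's exact test, two-sided), and 3 of 13 when increased parents were left out as well (Arf1, Cnot8 and G3bp1, named after their values were seen, p = 0.0469, Fisher's exact test, two-sided). When the parents of Gm5823 and Gm18860 were also left out, 1 of 11 near parents (G3bp1) had an increased pseudogene, against 41 of 661 elsewhere (p = 0.511, Fisher's exact test, two-sided), so with few parents left the difference rests on the pseudogenes that are named here. A general rise of pseudogene transcripts does not account for it, since 6.6% of the pseudogenes with a parent elsewhere were increased, against 11.6% of all tested genes. The reads were not analysed here, so the variants were not seen directly and the explanation remains a hypothesis.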

How the results depend on the processing

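The alternatives below were set before the data were examined, the 20 Mb window for the share of changed genes included, except DESeq2 with normal shrinkage on all 8 libraries and the shorter ribosomal protein list, which were added after the values had been seen. Apart from the fits that left out a replicate, 134 values of the comparisons kept their direction and their side of the threshold, or stayed within 1.5 times for counts, 9 became weaker, 1 became stronger and 6 moved. For single genes 361 values stayed, 14 became weaker, 2 stronger and 2 reversed. Of the 39 named genes, 32 kept their direction and their call under every alternative that gave them a value, those that left out a replicate included, and 28 also kept the side of 0.05 of their adjusted p. It crossed 0.05 for Eif4g1, Myc, Cd69, Bcl2l1, Ccnd2, Fn1, Cald1 and Col3a1. Without the block it was 0.239 for Cd69, 0.119 for Bcl2l1 and 0.432 for the counts of Ccnd2 (edgeR, Benjamini-Hochberg).

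The number of increased genes was 1088 with DESeq2's normal shrinkage, against 1647. With glmTreat 987 genes were decreased and 640 increased (11.4%), because it tests against the fold change threshold itself. Apart from these 2 settings, 1646 to 2093 genes were decreased and 1212 to 1765 increased. The log2 fold change of Myc (-0.01) reversed to 0.00978 for edgeR with upper-quartile normalization and to 5.9e-04 in all 8 libraries with the replicate block, and ran from -0.27 to 0.12 across the fits that each left out one replicate. Myc was called in none of these fits, although without replicate 2 its adjusted p was 0.00895 (edgeR, Benjamini-Hochberg).

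The enrichment scores kept their sign in every setting run, and their p stayed at the smallest that the random sets can give, and a p at that limit says little about stability. They ran from 1.45 to 2.13 for the early and -2.94 to -2.18 for the late response genes, and 4.68 and -7.14 with exponent 0. With the inter-gene correlation estimated from the data, the sets of early response (median 0.21), late response (-0.37), cholesterol synthesis (-1.49) and ribosomal protein genes (0.11) were no longer past the threshold (adjusted p 0.55, 0.333, 0.333 and 0.729 from CAMERA in limma, Benjamini-Hochberg). Over the other settings, the largest adjusted p (same test) for the early response genes was 0.00274. The ribosomal protein genes had 0.13 without the kinases and binding proteins that the list takes in. As listed, they also lost the threshold without the block (0.11, adjusted p 0.0566) and ranged from 0.0862 (without replicate 4) to 0.147 with a replicate left out. The fibroblast markers ranged from -0.62 to 0.71 with a replicate left out, and were past the threshold, in the opposite direction, only without replicate 2, whose control library held the largest share of their counts (0.00693%). With at most that share in any library, few counts stand behind these markers.

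The change of Ccnd2 (-15.8%) was not past the threshold with a pseudocount of 0.1, without the filter on low TPM and without the block (limma, Benjamini-Hochberg adjusted p 0.0514, 0.183 and 0.531), was past it in all 8 libraries (adjusted p 0.0153 with batch and sex, 0.0215 with the replicate block, same limma test), and ran from -20.1% to -11.8% with a replicate left out. That of Cdk4 (-12.8%) was not without the filter on low TPM (adjusted p 0.0612, same limma test), and ran from -14.6% to -10.2% with a replicate left out. For Ccne1, Ccna2, Ccnb1 and Cdk6 no setting changed the call. DESeq2 gave 1 gene with an interaction of genotype and sex (Mid1, named after its value was seen) and 6 with batch (Gm42047, Ighg2c, Jchain, Nabp1, Socs2 and Zfp367), against 0 and 1 with edgeR, where 405 and 610 genes had an unadjusted p under 0.05. Within 20 Mb of Eif4a1, 30.0% of the genes had changed (Fisher's exact test, two-sided, p = 0.0178), against 29.0% within 10 Mb (p = 0.162, Fisher's exact test, two-sided). Apart from the changes named with a value, the cause was not tested. H2ac12 and H2ac24 gave no value in all 8 libraries with edgeR, since they did not pass the filter, and Gm18860, Pak6, H2ac12, H2ac24, H2ac11, 2610507I01Rik and Col3a1 gave none with at least 10 counts in every library. Col3a1 gave none without replicate 2 either. With DESeq2's normal shrinkage on the 6 libraries the log2 fold change of 2610507I01Rik was -0.15 and the gene was not called, against -4.59. With the same shrinkage on all 8 libraries it was -0.25, and that of H2ac12 was -0.06, so neither gene was called. H2ac24 had -0.51 there and was still called.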

Differences from the paper's values

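Of 24 log2 fold changes listed for named genes in the paper's Table S1, 9 differed by more than the larger of both standard errors. The paper's values came from DESeq2 with normal shrinkage. For Ccne1 the paper's value is -1.45 and the value here was -1.74. Of the alternatives set before the data were examined, leaving out replicate 2 gave -1.47 for it and none of the others closed the gap. For the other 8 genes none of those alternatives, DESeq2 with normal shrinkage on the 6 libraries included, closed the gap. The paper's value for Ccna2 is -1.635, and here it was -2.72 (-1.09 with DESeq2's normal shrinkage on the 6 libraries). For Eif5al3-ps the paper gives 4.11 and the counts gave 4.65. The paper's values for Gm5823 and Gm18860 are 3.24 and 2.33, against 4.18 and 3.48. Those for Dusp8 and Pak6 are the paper's 3.03 and 1.82, against 3.37 and 3.13. For H2ac11 the paper's value is -1.49 and the value here -5.60, and for Ccnb1ip1 the paper's is -2.86 against -3.57. DESeq2 with normal shrinkage on all 8 libraries, chosen after the values had been seen, gave the paper's value for all 9 genes.

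Under that setting the log2 fold changes of the 1999 genes readable in the paper's Table S1 differed from the listed ones by at most 2.77e-08, and their standard errors by at most 2.05e-07. On the 6 libraries without replicate 1 the same model differed by up to 1.20 (median 0.0293). The readable values therefore match a fit with replicate 1 included and not one without it, although the paper states that the batch A males were removed for differential expression analysis.

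The paper gives the share of transcripts that were differentially expressed as 18%, and the share here was 25.3%, within 1.5 times of it. It was 17.5% with DESeq2's normal shrinkage on the 6 libraries and 17.8% on all 8, the latter chosen after the values had been seen. The paper's counts are about 1500 decreased and about 1300 increased genes in Fig 5A, read by eye, against 1949 and 1647.

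The paper states that the mRNA of both Cdk4 and Cdk6 did not differ between genotypes. Here Cdk6 had a log2 fold change of 0.69 and was called increased, and Cdk4 had -0.22 with an adjusted p of 0.0035 (edgeR, Benjamini-Hochberg) and was not called. The paper's Table S1 lists Cdk6 at 0.63. The paper describes Ccnd2 as similar, and its log2 fold change of -0.21 was not past the fold change threshold, although its adjusted p was 0.0248 (edgeR, Benjamini-Hochberg). The labels give the mice an age of 8 to 12 weeks and the paper gives 8 to 14.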

Other observations

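The comparisons with other splits and with thinned libraries were set before the data were examined, as was the 10 Mb window, but the reading of that window as a test of strain variants and all other tests in this part were chosen only after the result was seen.

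The real split was the only 1 of the 4 splits of the 6 libraries, and the only 1 of the 8 splits of all 8, with as many called genes. The other splits exchange the genotype labels within whole same-numbered pairs, and each of them gave 0 called genes. An exchange within pairs moves the genotype effect into the residual, so 0 calls follow from the design and say little. So few splits cannot give a share under 0.05. Of the same 4 splits, the real one included, 2 gave an early response score at least as large as the real one, the other being the exchange of replicate 4 (2.18). For the late response score it was 1 of 4, the real split, and the exchange of replicate 4 gave -2.60. Among the splits of all 8 libraries, the exchanges of replicate 2 and of replicate 4 gave early scores of 2.139 and 2.115. These were above the real 1.995, and the other exchanges gave lower ones. No exchange reached the real late score of -2.715, but that of replicate 2 gave -2.708. Thinning every library to the smallest left 3573 called genes against 3596, so unequal depth does not account for their number.

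Among the genes within 10 Mb of Eif4a1, 80 of 276 (29.0%) were called, against 25.2% of the others (Fisher's exact test, two-sided, p = 0.162). The share was not shown to be higher near the targeted gene at this distance, while at 20 Mb it was 30.0% (p = 0.0178, Fisher's exact test, two-sided). Genes are not independent replicates. A segment of the targeted strain around Eif4a1 could change a few genes there without moving this share.

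4A1 KO 4 lay nearer to the controls than the other 4A1 KO libraries did. For 549 decreased and 235 increased genes with an absolute log2 fold change above 1, its median position was 29.6% and 22.0% of the way from the other 4A1 KO libraries to the controls, while 4A1 KO 1, 2 and 3 lay at -18.4%, -3.53% and -12.2% for the decreased genes. The mean against which 4A1 KO 1, 2 and 3 were placed includes 4A1 KO 4, which lowers their values. 4A1 KO 3 is from the same batch and at -12.2% did not lie near 4A1 KO 4. This argues against a shift of batch B alone. RNA of control-type cells in this library is a candidate explanation. If pseudogenes with a parent near Eif4a1 track the targeted chromosome, cells that kept EIF4A1 on that chromosome would not lower them, but other cells would. Eif5al3-ps, Gm5823 and Gm18860 lay 27.2%, 32.4% and 31.5% of the way to the controls in 4A1 KO 4 (median 31.5%). 2610507I01Rik, with 10 counts there and 0 in the other 4A1 KO libraries, lay at only 11.9%. A single share of control-type RNA would not give this lower value, although few counts stand behind it. In 4A1 KO 1, 2 and 3 Gm18860 lay at -63.7%, 6.67% and 13.6%, so its value in 4A1 KO 4 stands out little, while Eif5al3-ps and Gm5823 lay between -16.8% and -4.16% there. This reading rests on the hypothesis about the pseudogenes, which comparisons with fewer of them left open, and these genes were noticed and tested in the same libraries. 4A1 KO 2 is female as well and lay at -3.53% and 1.91%, well short of 4A1 KO 4. The females still lay nearer to the controls than the males, 4A1 KO 1 and 3. These had -18.4% and -12.2% for the decreased and -11.3% and -14.9% for the increased genes. A part played by sex is therefore not excluded. 4A1 KO 4 is the only 4A1 KO female of batch B, so sex and batch together cannot be told apart from this mouse. Other differences between these mice, such as in the length of the targeted segment, were not tested.

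The counts of Eif4a1 fell by 0.44 on the log2 scale, while the paper's value for its protein (Table S2) is -2.64. Loss of the reads on exons 2 to 4 alone would give -0.29 from their 322 of 1775 nucleotides, and the observed change differed from that by -0.16, more than 2 standard errors. Reads shared with Eif4a-ps4 may be a part of the gap between mRNA and protein, since the summed counts of both fell by 0.66, more than those of Eif4a1. This does not account for the excess over the loss of exons 2 to 4, which it widens. The 322 coding nucleotides of exons 2 to 4 are not a multiple of 3, so transcripts that join exon 1 to exon 5 would be out of frame, and such mRNA can remain where the protein is lost. Gene-level counts do not show how much of the remaining mRNA is of that kind. The paper's value for the protein of Eif4a2 is 1.65, beside 0.64 for its mRNA.

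Ccnb1ip1 is listed among the largest decreases, but the ratio of its counts to those of Rpph1, which lies within its span on chromosome 14, was 0.700 to 0.710 in the controls and showed no difference over the 8 libraries, with 9 to 39 counts of Ccnb1ip1 in 4A1 KO (simulated chi-square test of the counts, permutation p = 1.00, two-sided). Its decrease is consistent with reads of Rpph1 counted on Ccnb1ip1. Rpph1, whose counts fell by 3.56 on the log2 scale, is the RNA of ribonuclease P and was named after its values were seen. The cause of its own decrease was not tested.

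With edgeR's interaction test no gene had an effect that differed between sexes (0 genes, 405 with an unadjusted p under 0.05), while DESeq2's test gave 1, Mid1, named after its value was seen. Myc, Cd69, Bcl2l1 and Pdcd4, whose products the paper measured or discusses, had log2 fold changes of -0.01, -0.28, 0.36 and 0.13 in mRNA, with adjusted p of 0.939, 0.0117, 9.85e-04 and 0.0939 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In all 8 libraries that of Cd69 was -0.31 with an adjusted p of 0.107 with batch and sex as covariates, and -0.29 with an adjusted p of 0.00321 with the replicate block (same edgeR test, Benjamini-Hochberg). The ribosomal protein genes had a median log2 fold change of 0.11, with 68 of 101 higher, and Rpl12, Rps12 and Rplp2 at 0.88, 0.62 and 0.50. Rpl12 and Rps12 were called increased, and Rpl36al (-0.52), Rps6ka1, Rps6ka5 and Rps6kl1, named after their values were seen, decreased. The symbol pattern that defined this list also takes in 11 tested genes of kinases and binding proteins that are not ribosomal proteins, among them these Rps6k genes. Without those 11, the median of the other 90 was 0.13, with 64 higher (CAMERA in limma, Benjamini-Hochberg adjusted p = 0.00136). The fibroblast markers had a median of -0.16 and took at most 0.00693% of the counts of any library. Among their members with the smallest adjusted p, Fn1 had a log2 fold change of 0.86, Cald1 -0.91 and Col3a1 -1.57.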
